A study of Mus musculus with 3 samples. Its data were reported in "Meteorin-like is an injectable peptide that can enhance regeneration in aged muscle through immune-driven fibro/adipogenic progenitor signaling" (2022).

How the data were processed

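Single-cell RNA sequencing was examined in 3 libraries of regenerating mouse tibialis anterior muscle, all collected 4 days after injury by barium chloride injection. The groups were young PBS, old PBS and old rMETRNL, the last being old mice given recombinant meteorin-like protein. Each group had 1 library, which according to the study's methods pooled several mice. The groups therefore had no replicates, no test between groups was possible, and every interval of a share, a level or a ratio of 2 libraries covers counting error only. Differences larger than counting error describe these libraries and not the spread between mice.

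The deposited values were raw UMI counts per gene and cell barcode. The authors made them with Cell Ranger, version 5.0.0 per the file headers, by alignment to the mouse genome, UMI counting and cell calling. The study's methods name another version of this software, and which is right was not settled here. The genome build and the annotation release were not stated. The files held 32285 features with Ensembl IDs and symbols. The 78 features with a repeated symbol were kept apart by ID for clustering and summed by symbol for named genes. Coordinates are from GENCODE M21, GRCm38, matched by gene ID; the files hold no coordinates and the authors' build is not stated. Of the IDs, 32158 matched (99.6%).

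Cells with at least 500 genes and under 10% mitochondrial UMIs were kept. Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic threshold called 0 cells in every library, which met the condition set in advance for the fallback, so the highest scores were called at a rate of 0.8% per 1000 barcodes. This called 1128 cells (9.50% of scored cells) in young PBS, 1187 (9.74%) in old PBS and 1473 (10.9%) in old rMETRNL. All called cells were removed. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were taken, and a graph of 20 nearest neighbours was clustered with Leiden at resolution 0.8, without integration because library and group are the same. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9.

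The 27 clusters were named from marker lists of 14 classes. A class was a candidate when at least 3 markers, and 33.3% of its list, were detected in 10% of the cluster's cells, and the name was the candidate with the highest mean fold of its 8 best markers over the other cells. A cluster stayed unnamed when another class had more markers among its 10 leading genes and 50% of that class's markers were raised, or when its UMI count was under 33.3% of its libraries' medians and no marker of its class led. A cluster led by no marker of its class needed 75% of them detected. Fibro/adipogenic progenitor-like (FAP-like) and macrophage/monocyte-like cells were clustered again into 11 and 17 sub-clusters, and a sub-cluster left the class wherever another class had more leading markers than its own or the UMI condition was met. Names carry the ending "-like" because they rest on transcripts alone. The marker lists were fixed before the data were examined, as were the gene lists, the comparisons and 19 of the alternatives. The naming and removal conditions were not: they were revised several times after the cluster tables had been seen. Removal took 4.59% of the cells of FAP-like clusters in young PBS, 7.89% in old PBS and 9.79% in old rMETRNL. In macrophage/monocyte-like clusters it took 4.52%, 6.45% and 5.82%. Unnamed clusters held 0.126%, 0.249% and 0.0696% of kept cells. With 1 library per group, a cluster mostly of 1 library may be that library, not a type.

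UMIs were summed over the cells of a class in each library and expressed as CPM, that is, scaled to a common class total. Levels had exact 95% Poisson intervals, shares of cells had exact (Clopper-Pearson) 95% binomial intervals, and a ratio of 2 libraries had the exact interval of 2 counts conditional on their sum. The age contrast is old PBS over young PBS, and the treatment contrast is old rMETRNL over old PBS. Each contrast compares 2 libraries, so that its name does not assign a cause. For 7 gene lists (ECM, cell cycle, TNF response, apoptosis, inflammatory macrophage, anti-inflammatory macrophage and dissociation stress) the median log2 ratio of CPM over the list was taken, with 0.5 added to each count, over genes with at least 50 UMIs in the 3 libraries together. Its interval is the order-statistic interval over the list's genes. Its percentile among 10000 random lists matched on mean expression in 20 bins is given as a description of these libraries.

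The share of Ly6c2-positive cells (at least 1 UMI) and of cycling cells (at least 2 UMIs over 10 cell cycle genes) was counted after each cell was thinned to 2000 UMIs, and cells with fewer were left out. The distance between 2 libraries was the SD over genes of the log2 ratio of CPM, beside its mean in 100 simulated sets of unchanged libraries with Poisson counts from the common profile. Its ratio had a bootstrap interval over genes from 200 draws. For signalling, 11 ligand and receptor pairs were fixed, and a pair counted as expressed when the ligand in immune-like cells and the receptor in the target class were each at 20 CPM or more. Inference of cell communication with a database of pairs was not used here.

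Genes were named by a rule fixed with the design. Metrnl, the 4 panel genes, the ligands, the receptors, Ly6c2 and the technical genes were named whatever their values. Beyond these, the 5 highest and 5 lowest ratios of CPM were named in FAP-like and macrophage/monocyte-like cells for each contrast, among genes with at least 200 UMIs in the 2 libraries together and detected in at least 5% of the class in the higher library, a count under 3 being set to 3. Of these, 1 ratio in FAP-like cells is not reported here. FAP-like sub-cluster 10 was singled out because it had the highest age ratio of shares, that is, after its values were seen.

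A total of 185 results were recomputed under the alternatives that apply to them, which changed the cell filter, the doublet handling, the resolution, library centring, the way cells were named, the scaling, the minimum count, the thinning and the CPM threshold. After the data had been seen, 5 alternatives were added: sub-clusters without the 50 leading genes of sub-cluster 10, each other FAP-like sub-cluster without its own 50 leading genes, macrophage genes left out of the macrophage lists in FAP-like cells, removed sub-clusters kept, and lenient removal of sub-clusters, which also needs 50% of the other class's markers to be raised. Sub-clusters were matched by the share of cells in common, and those that shared under 50%, a bound set after these shares had been seen, were not compared. Metrnl in the smaller classes was recomputed under the alternatives that change the filter, the clustering or the scaling. Levels of the technical genes, sizes of macrophage/monocyte-like sub-clusters, correlations between the contrasts and background shares were not recomputed under them. The statistics were tested on simulated data with 200 genes changed by known folds. For the age contrast in FAP-like cells the interval of the ratio held the true ratio in 94.0% of the 200 changed genes and in 95.7% of 2000 unchanged genes. In macrophage/monocyte-like cells it did so in 98.0% of the 200 changed and 95.6% of the 2000 unchanged genes.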

Results

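Gene expression of single cells was measured in 3 libraries of tibialis anterior muscle 4 days after barium chloride injury, with 1 library each for young PBS, old PBS and old rMETRNL. The files held 12168 cell barcodes with 218059089 UMIs in young PBS, 12568 barcodes with 179295668 UMIs in old PBS, and 14012 barcodes with 228966697 UMIs in old rMETRNL. The median UMI count per barcode was 14950.5, 12466 and 13558 in that order. Under 500 genes were detected in 308, 990 and 746 barcodes, and at least 10% of UMIs were mitochondrial in 577, 767 and 774. A further 1053, 1013 and 1299 barcodes were removed as doublet calls. This left 10350 cells in young PBS (85.1% of barcodes), 10045 in old PBS (79.9%) and 11487 in old rMETRNL (82.0%), or 31882 cells together. UMIs were found for 25566 genes. Kept cells had median UMI counts of 15109, 13709 and 14515, and 2.39%, 7.32% and 5.36% of them had under 2000 UMIs. The age contrast (old PBS over young PBS) asks how injured muscle differs with age, and the treatment contrast (old rMETRNL over old PBS) asks what differs after the protein is given. The libraries have no replicates.

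The composition of the injured muscle was compared first, since the study clustered the same libraries into named populations. Macrophage/monocyte-like cells were the largest class, at 58.3% (95% interval 57.4% to 59.3%) of kept cells in young PBS, 57.1% (56.1% to 58.0%) in old PBS and 56.6% (55.7% to 57.5%) in old rMETRNL. The ratio of these shares was 0.979 (0.944 to 1.02) for the age contrast and 0.992 (0.957 to 1.03) for the treatment contrast, so that no difference was detectable at this depth. FAP-like cells made up 15.9% (15.2% to 16.6%), 13.02% (12.4% to 13.7%) and 14.8% (14.2% to 15.5%). Their age ratio was 0.820 (0.762 to 0.882) and their treatment ratio 1.14 (1.06 to 1.23). The stricter cell filter moved both to the other side of 1, to 1.22 and 0.943. Under that filter the naming rule took 39.5% of FAP-like clusters out of the class in young PBS, 18.3% in old PBS and 26.8% in old rMETRNL, and with those cells counted the ratios were 0.901 and 1.05. All immune-like classes together made up 66.5%, 62.7% and 63.4% of kept cells, with an age ratio of 0.943 (0.911 to 0.976) and a treatment ratio of 1.01 (0.978 to 1.05).

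Smaller classes differed more between the libraries. MuSC/myoblast-like cells (satellite cells and their progeny) made up 3.68%, 1.86% and 3.39% of kept cells, an age ratio of 0.506 (0.422 to 0.604) and a treatment ratio of 1.82 (1.52 to 2.18). Myocyte-like cells made up 1.15%, 5.05% and 1.71%. Their age ratio of 4.39 (3.59 to 5.41) fell to 1.301 with library-centred clustering, where 99.9% of the MuSC/myoblast-like cells were named myocyte-like, and their median UMI count was 22397 in young PBS against 2437 in old PBS and 3309 in old rMETRNL. The class joined 3 clusters that differed in direction. A cluster led by Pvalb, Ckm and Myh4, with a median of 2177.5 UMIs, held 34, 441 and 131 cells. One led by Xirp2 and Myh1 held 6, 41 and 16. The cluster led by Myh3, Myog and Mymk, with a median of 42444 UMIs, held 79, 25 and 49. The higher share in old PBS therefore does not apply to that last cluster. Endothelial-like cells rose from 6.03% in young PBS to 8.80% in old PBS and were at 8.14% in old rMETRNL, with an age ratio of 1.46 (1.32 to 1.62). Their median UMI counts were 11112.5, 3753.5 and 6795. Dendritic-like cells were at 6.07%, 3.54% and 5.61%, with an age ratio of 0.584 (0.511 to 0.666) and a treatment ratio of 1.58 (1.39 to 1.81). T/NK-like cells were at 2.04%, 1.87% and 1.07%, and their treatment ratio was 0.572 (0.452 to 0.722). Tenocyte-like cells were at 1.84%, 1.205% and 1.81%, with an age ratio of 0.656 (0.518 to 0.829).

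**Figure D1:**
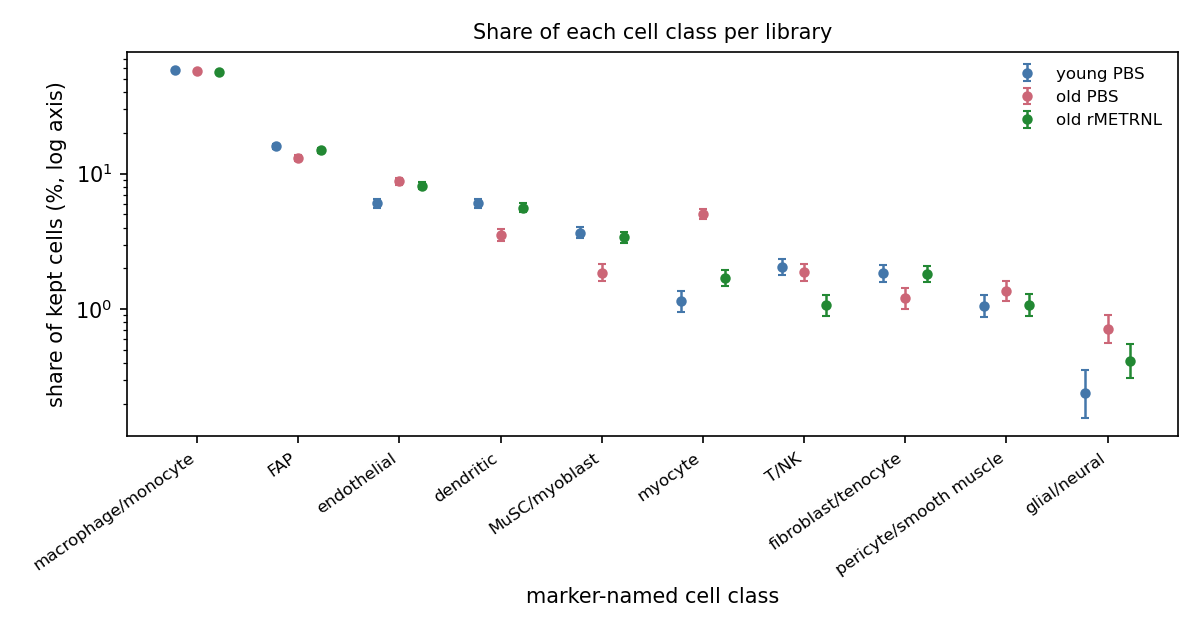
Share of kept cells (%) in each class for young PBS, old PBS and old rMETRNL, 1 library each; bars are exact 95% binomial intervals, counting error only. Macrophage/monocyte-like cells were between 56.6% and 58.3% in the 3 libraries, while FAP-like cells were lowest in old PBS at 13.02%.

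The study reported lower levels of the Metrnl transcript in old muscle of other animals, by qPCR of whole muscle. It also reported less Metrnl transcript and secreted protein in cultured bone marrow-derived macrophages of old mice. The levels here are those of dissociated and filtered cells, and over all kept cells they also depend on the mixture of classes. Metrnl (ENSMUSG00000039208, chromosome 11, 121701544 to 121716306) encodes the protein that was given. Over all kept cells Metrnl was at 129.5 CPM in young PBS, 161.5 CPM in old PBS and 155.0 CPM in old rMETRNL, an age ratio of 1.25 (1.22 to 1.27) and a treatment ratio of 0.960 (0.944 to 0.976). The mean of per-cell CPM moved these values most, to 1.08 and 1.05, the treatment ratio thereby changing sides. The level was highest in macrophage/monocyte-like cells among the classes with at least 100 cells per library, at 190.9 CPM (188.2 to 193.7) in young PBS, 209.6 CPM (206.7 to 212.5) in old PBS and 218.4 CPM (215.6 to 221.2) in old rMETRNL. The age ratio in these cells was 1.10 (1.08 to 1.12) and the treatment ratio 1.04 (1.02 to 1.06). In immune-like cells together the ratios were 1.12 (1.10 to 1.14) and 1.03 (1.01 to 1.05). FAP-like cells held 74.8, 92.5 and 96.7 CPM, with an age ratio of 1.24 (1.18 to 1.301) and a treatment ratio of 1.05 (0.997 to 1.10), the latter not detectable as a difference at this depth. In the other classes of that size the age ratio was 0.848 (0.721 to 0.996) in tenocyte-like, 1.29 (1.12 to 1.48) in dendritic-like, 1.31 (1.01 to 1.71) in pericyte/smooth muscle-like, 1.67 (1.40 to 2.01) in endothelial-like and 2.69 (1.98 to 3.69) in myocyte-like cells. Treatment ratios were 0.833 (0.725 to 0.957) in dendritic-like, 0.843 (0.717 to 0.992) in endothelial-like and 0.664 (0.501 to 0.877) in myocyte-like cells. The remaining intervals in these classes, and those of T/NK-like and MuSC/myoblast-like cells, held 1. Some ratios whose interval left out 1 changed sides under an alternative. The age ratio reached 1.02 in tenocyte-like and 0.763 in pericyte/smooth muscle-like cells, and the treatment ratio 1.02 in endothelial-like cells. In myocyte-like cells the age ratio fell to 1.10 (0.903 to 1.35) at resolution 0.4. Their treatment ratio reached 0.949 (0.780 to 1.16) with the looser cell filter. In old PBS, myocyte-like and endothelial-like cells held 44.4 and 41.6 CPM, far below macrophage/monocyte-like cells. No background was subtracted, so these ratios are not assigned to the cells' own expression.

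A panel of fibrosis-related genes was read in FAP-like cells, since the study followed such genes by other assays. Of its 4 genes, Pdgfra, Col1a1 and Col3a1 also served to name the class. Pdgfra (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) was at 199.9 CPM in young PBS, 292.3 in old PBS and 267.6 in old rMETRNL, an age ratio of 1.46 (1.42 to 1.51) and a treatment ratio of 0.915 (0.890 to 0.941). Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was at 11901 CPM, 10486 CPM and 9550.2 CPM, falling in both contrasts, with ratios of 0.881 (0.877 to 0.885) and 0.911 (0.907 to 0.915). Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) was at 2914, 3586 and 3526 CPM, with ratios of 1.23 (1.22 to 1.24) and 0.983 (0.975 to 0.991). Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) was at 11645 CPM, 13880 CPM and 12077 CPM, with ratios of 1.19 (1.187 to 1.197) and 0.870 (0.867 to 0.874). Of the age ratios, that of Fn1 moved most, to 1.11 under the stricter cell filter. The treatment ratio of Fn1 changed sides under 3 alternatives, where it was 1.01, 1.005 and 1.05. When FAP-like cells were gated by a Pdgfra UMI instead of clusters, the age ratio was 1.36 for Pdgfra and 1.18 for Fn1.

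Gene lists were compared in FAP-like cells to ask which programmes differed between the libraries. The cell cycle list had a median log2 ratio of -0.74 (interval over its genes -0.85 to -0.64) in the age contrast, with 21 of 21 genes lower, and of 1.04 (0.74 to 1.09) in the treatment contrast, with 21 of 21 higher. These medians lay at percentiles 0 and 100 of random lists matched on expression. Keeping doublet calls moved the treatment value most, from 1.04 to 0.10, and to 0.57 with the sub-clusters removed under that setting counted. Against young PBS, old rMETRNL had a cell cycle median of 0.16 (percentile 100), which was -0.041 under the stricter cell filter and 0.13 there with the removed sub-clusters counted. The ECM list (collagens, fibronectin and other matrix genes) had a median of 0.11 (percentile 96.3) in the age contrast, -0.17 (percentile 0.110) in the treatment contrast and -0.078 (percentile 0.390) for old rMETRNL over young PBS. The TNF response list was at 0.34 (percentile 99.98) and -0.17 (percentile 0.610), and at 0.24 for old rMETRNL over young PBS. Its name does not assign these differences to TNF, and other signals were not told apart. In immune-like cells the age and treatment ratios were 1.04 and 0.927 for Tnf, and 2.12 and 0.631 for Il1a. The anti-inflammatory macrophage list was at 0.22 (percentile 98.3) and -0.17 (percentile 3.33). The inflammatory macrophage list was at 0.16 (percentile 91.7) and 0.082 (percentile 75). Its age median was -0.45 when doublet calls were kept and -0.044 at resolution 1.6. Its treatment median fell below 0 under several alternatives, the lowest being -0.20 with a minimum of 200 UMIs. These 2 lists are not read as programmes of FAP-like cells. Of their genes, 12 of 14 and 6 of 12 were at least 10 times higher in macrophage/monocyte-like cells. In FAP-like cells, 197 other genes that were 10 times higher in macrophage/monocyte-like cells had medians of 0.20 and -0.076. With genes 10 times higher in macrophage/monocyte-like cells left out, the anti-inflammatory list was at -0.021 and -0.22 over the 2 genes left, and the inflammatory list at 0.43 and -0.15 over 6 genes, so that the age median of the former and the treatment median of the latter changed sides. The apoptosis list was at -0.13 (percentile 25.5) and 0.083 (percentile 74.0), and the dissociation stress list at 0.071 (percentile 82.2) and -0.029 (percentile 20.4).

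Among the lists in macrophage/monocyte-like cells, cell cycle was again the list with the largest median, at -0.19 (percentile 0.110) in the age contrast and 0.47 (percentile 100) in the treatment contrast. It was at 0.28 for old rMETRNL over young PBS. The TNF response list was at 0.097 (percentile 86.8) and -0.26 (percentile 0), and the apoptosis list at -0.19 (percentile 1.03) and 0.23 (percentile 99.7). Medians for ECM were 0.074 (percentile 91.5) and 0.024 (percentile 25.4), the latter being -0.12 with the mean of per-cell CPM. The inflammatory macrophage list was at -0.016 (percentile 38.6) and -0.057 (percentile 12.2), and the anti-inflammatory list at 0.0998 (percentile 93.6) and -0.080 (percentile 4.48), with both sets of intervals reaching across 0. The dissociation stress list was at -0.091 (percentile 14.5) and -0.067 (percentile 10.2).

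**Figure D2:**
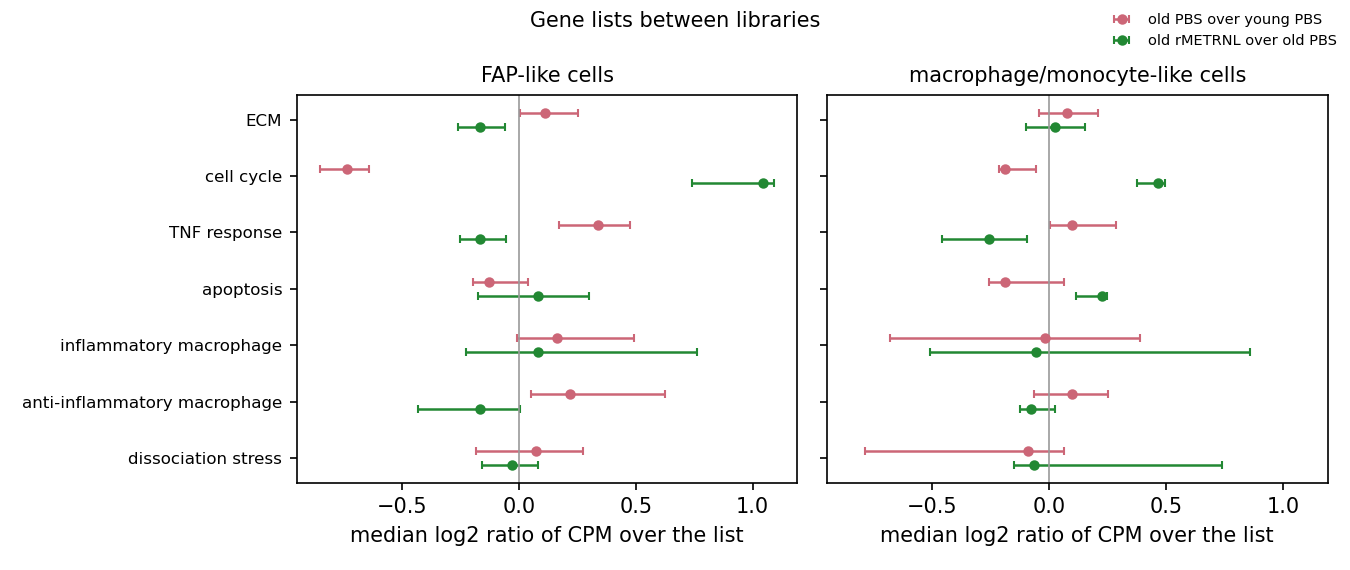
Median log2 ratio of CPM over each gene list in FAP-like and macrophage/monocyte-like cells for the age and the treatment contrast; bars are 95% order-statistic intervals over the genes of the list. The cell cycle list lay at -0.74 and 1.04 in FAP-like cells and at -0.19 and 0.47 in macrophage/monocyte-like cells.

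The study described a small FAP sub-population that was over-represented in old PBS, and the sub-clusters of FAP-like cells were examined for one. Sub-cluster 10 had the highest age ratio of shares. Because genes that led it also differed between the libraries, its size was read from a clustering without its 50 leading genes. There the matched sub-cluster shared 64.2% of cells with sub-cluster 10. It held 7 of 1644 FAP-like cells in young PBS (0.426%), 64 of 1308 in old PBS (4.89%) and 38 of 1705 in old rMETRNL (2.23%), an age ratio of 11.5 (5.27 to 29.7). With those genes included it held 13, 99 and 50 cells, or 0.791%, 7.57% and 2.93%, with an age ratio of 9.57 (5.35 to 18.6) and a treatment ratio of 0.387 (0.270 to 0.550). The stricter cell filter moved the age ratio most, to 6.17, and keeping doublet calls moved the treatment ratio most, to 0.300. Under both settings the naming rule took more cells out of the FAP-like class, so the totals changed more than the sub-cluster. It held 12 of 1011 cells in young PBS with the stricter filter, and 106 of 717 in old PBS with doublet calls kept. Against the other FAP-like cells of the same library, the cell cycle list in sub-cluster 10 had a median log2 ratio of -2.92 in young PBS, -1.40 in old PBS and -3.43 in old rMETRNL, and the ECM list of -0.21, -0.35 and -0.41. The other cells included sub-cluster 5, led by Cenpf, Top2a and Ccnb1. Any sub-cluster with few cycling cells would thus come out low on the cell cycle list. No minimum of UMIs per gene was set for these medians, and young PBS had 13 cells. The study described greater matrix secretion and reduced cell cycle activity in its sub-population. Because cell names were rebuilt here, it may not hold the same cells as sub-cluster 10, whose median UMI count in old PBS was 11498 against 21862 for all FAP-like cells. The other 8 sub-clusters were each clustered again without their own 50 leading genes, a step chosen after their sizes had been seen. Sub-clusters 7, led by Dio2, Tenm4 and Sele, and 4, led by heat-shock genes (Hspa1a, Hspa1b, Dnajb1), were not recovered, with 17.8% and 25.9% of cells shared with the best match, and their sizes are not compared. For the remaining 6, at least 68.9% of cells were shared. Sub-cluster 6, led by Inmt, Myoc and C7, held 4.62%, 10.1% and 6.80% of FAP-like cells, an age ratio of 2.18 (1.63 to 2.93) and a treatment ratio of 0.674 (0.521 to 0.872). For sub-cluster 0, which interferon and chemokine genes led (Cxcl10, Ifit1, Ccl7), the ratios were 1.495 (1.32 to 1.69) and 0.604 (0.531 to 0.685). With its leading genes included they were nearer to 1, at 1.19 (1.04 to 1.36) and 0.791 (0.690 to 0.907). For sub-cluster 3, without its leading genes, the ratios were 1.67 (1.31 to 2.12) and 1.01 (0.818 to 1.24). Sub-clusters 1, 2 and 5 were smaller in old PBS, with age ratios of 0.413, 0.713 and 0.554 and treatment ratios of 1.27, 1.66 and 2.12.

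**Figure D3:**
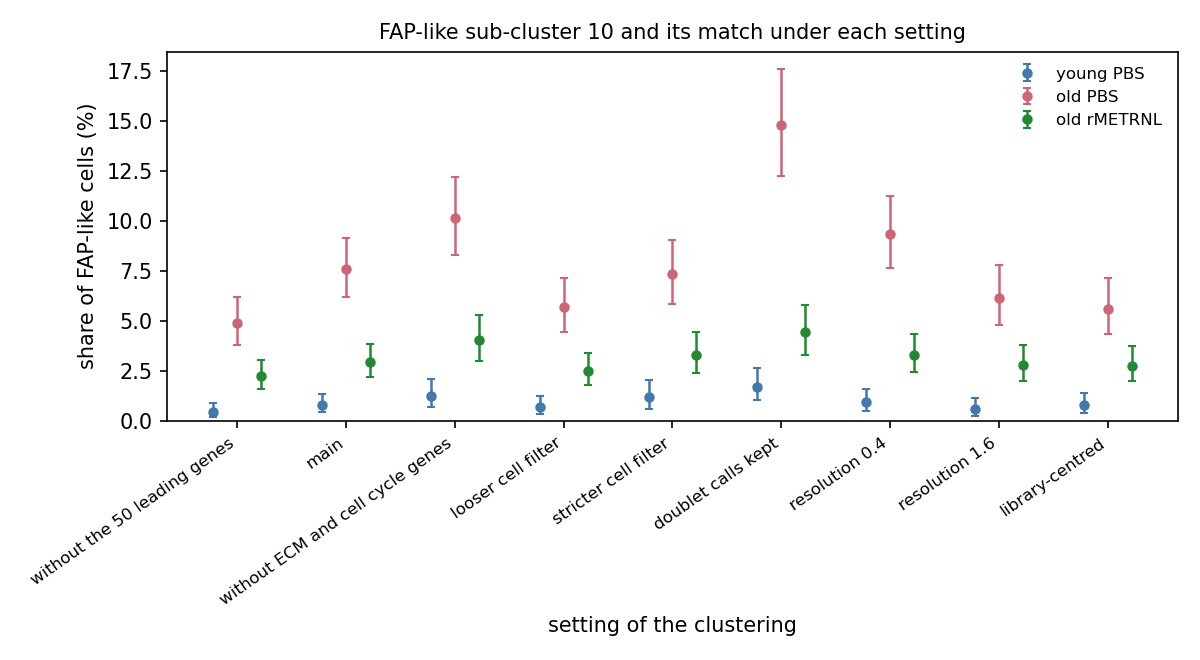
Share of FAP-like cells (%) in sub-cluster 10, or in the sub-cluster that best matched it, under each clustering setting for young PBS, old PBS and old rMETRNL; bars are exact 95% binomial intervals, counting error only. The share was highest in old PBS under every setting drawn, from 4.89% without its 50 leading genes to 14.8% with doublet calls kept. The latter is 106 of 717 FAP-like cells, against 99 of 1308 in the main version, as the naming rule removed more FAP-like cells there.

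Cycling FAP-like cells were counted after thinning to 2000 UMIs per cell, which left out 0, 13 and 21 cells. They made up 9.98% (8.57% to 11.5%) in young PBS, 5.64% (4.44% to 7.04%) in old PBS and 11.5% (9.98% to 13.1%) in old rMETRNL, an age ratio of 0.565 and a treatment ratio of 2.03. As background, chosen after the values had been seen as the class of at least 100 counted cells per library with the lowest share over the 3 libraries, tenocyte-like cells were positive in 2.72% (0.888% to 6.23%), 1.72% (0.209% to 6.09%) and 3 of 200 cells (0.310% to 4.32%). Their median UMI counts were 20668, 14672 and 16383.5, against 26114, 21862 and 24712 in FAP-like cells. The FAP-like share lay above the interval of the background in young PBS and old rMETRNL, but within it in old PBS. Without thinning the shares were 30.8%, 21.1% and 32.4%. Keeping doublet calls moved the treatment ratio most, to 1.15, and to 1.55 with removed sub-clusters counted.

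Ly6c2 (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970), a marker of inflammatory monocytes, was counted in macrophage/monocyte-like cells because the study followed Ly6C by flow cytometry in other animals; it is also a naming marker of the class. After thinning, which left out 50, 77 and 55 cells, 19.4% (18.4% to 20.4%) were positive in young PBS, 10.7% (9.87% to 11.5%) in old PBS and 18.0% (17.0% to 18.9%) in old rMETRNL. The age ratio was 0.550 and the treatment ratio 1.68. This order is the reverse of the study's order of Ly6C-high proportions at 3 days. The measures differ, since these are transcripts at 4 days and a cell counts as positive from 1 UMI. The unthinned shares were 32.3%, 22.0% and 31.7%, for an age ratio of 0.680, the largest move of that ratio. Requiring 3 UMIs moved the treatment ratio most, to 2.03. As background, MuSC/myoblast-like cells were positive in 0.831% of cells in young PBS, in 0 of 178 cells in old PBS, which allows a share of up to 1.69% by 3 counts of the total (exact upper limit 2.05%), and in 0.813% in old rMETRNL (7.61%, 2.67% and 3.86% without thinning). Median UMI counts were 27820, 26322 and 29028 in these cells, against 14237, 14900 and 14486.5 in macrophage/monocyte-like cells. By summed UMIs, Ly6c2 was at 273.7, 120.5 and 226.7 CPM, with ratios of 0.440 (0.431 to 0.450) and 1.88 (1.84 to 1.92).

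Ligands of immune-like cells and their receptors in FAP-like cells were compared because the study inferred signalling along this route. At 20 CPM, 9 of the 11 pairs were expressed in young PBS, 10 in old PBS and 9 in old rMETRNL. The pair of Il1a and Il1r1 passed in old PBS alone, and Pdgfc with Pdgfra in none of the libraries. A threshold of 50 CPM moved the counts most, to 5 in each library, and all 11 pairs passed at 10 CPM. Under the stricter cell filter 8 pairs passed in old PBS, against 9 in young PBS and 9 in old rMETRNL, so that the order changed. Il1a (ENSMUSG00000027399, chromosome 2, 129299610 to 129309972) was at 12.7 CPM in young PBS, 26.8 in old PBS and 16.9 in old rMETRNL, an age ratio of 2.12 (1.98 to 2.26) and a treatment ratio of 0.631 (0.595 to 0.669). They moved most to 2.21 with library-centred clustering and to 0.602 with doublet calls kept. Pdgfa (ENSMUSG00000025856, chromosome 5, 138976014 to 138997370) was at 53.3, 82.1 and 60.1 CPM, with ratios of 1.54 (1.49 to 1.59) and 0.732 (0.709 to 0.756). Pdgfb went the other way, at 31.2, 20.5 and 24.6 CPM, with ratios of 0.657 and 1.201. The age ratio was 1.15 for Igf1, 1.06 for Tgfb1, 1.04 for Tnf, 1.02 for Il1b and 1.36 for Pdgfc. That of Tnf was 0.941 under the stricter cell filter. The treatment ratio of these 5 ligands in immune-like cells lay between 0.842 for Tgfb1 and 0.944 for Igf1. In macrophage/monocyte-like cells alone it lay between 0.772 (0.762 to 0.783) for Il1b and 0.954 for Igf1. The age ratio of Tnf in those cells was 1.02 (0.996 to 1.04), an interval that held 1. Among the receptors in FAP-like cells, the age ratio was 1.46 for Pdgfra, 1.40 for Tnfrsf1b, 1.36 for Tgfbr2, 1.24 for Igf1r, 1.19 for Il1r1 and 1.19 for Tgfbr1, while those of Pdgfrb (1.003) and Tnfrsf1a (0.978) had intervals that held 1. Treatment ratios of the 8 receptors were between 0.768 for Tnfrsf1b and 0.961 for Tnfrsf1a. Those of Il1r1 and Tnfrsf1a each changed sides under an alternative.

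**Figure D4:**
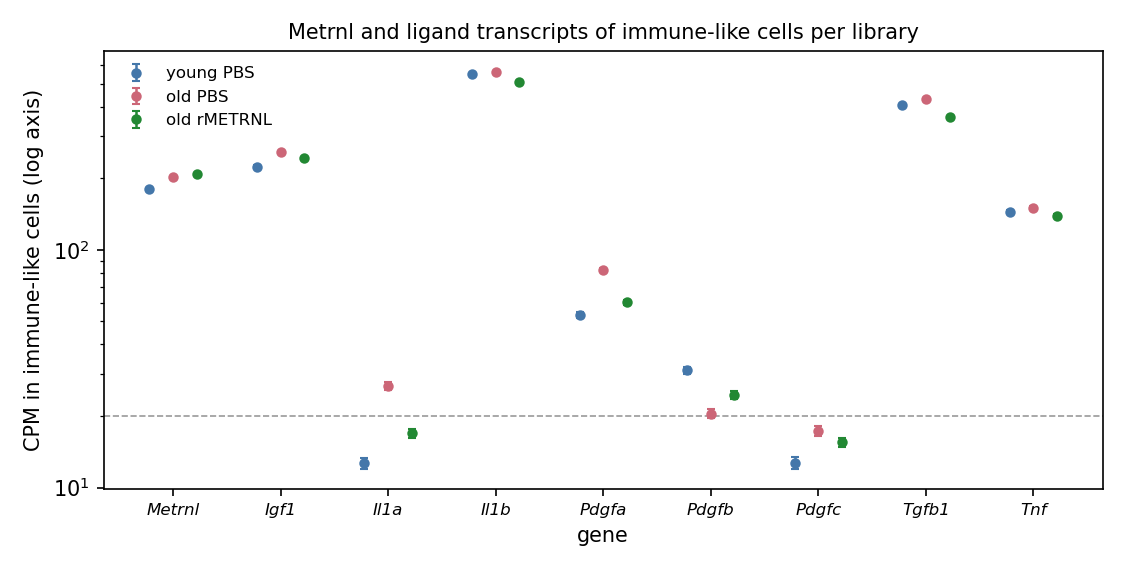
CPM of the 8 ligands in immune-like cells (log axis) for young PBS, old PBS and old rMETRNL; bars are exact 95% Poisson intervals, counting error only. Il1a and Pdgfa were highest in old PBS, at 26.8 and 82.1 CPM, and Pdgfb was lowest there, at 20.5 CPM.

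Whole profiles were compared to ask whether old rMETRNL lay nearer to young PBS than old PBS did, as the study reported for bulk RNA of other animals. In FAP-like cells the SD of log2 ratios over 14223 genes was 0.50 between old PBS and young PBS, 0.40 between old rMETRNL and old PBS, and 0.36 between old rMETRNL and young PBS. Simulated unchanged libraries gave 0.19, 0.19 and 0.17. The ratio of the distance of old rMETRNL from young PBS to that of old PBS was 0.733 (bootstrap interval over genes 0.711 to 0.764), with 0.885 in the simulation. The SDs over 14269 genes in macrophage/monocyte-like cells were 0.45, 0.38 and 0.32, against 0.17 for each in the simulation, and the ratio was 0.7002 (0.679 to 0.721), with 0.969 in the simulation. The largest moves as a fold were to 0.672 in FAP-like cells with a minimum of 200 UMIs and to 0.809 in macrophage/monocyte-like cells with a minimum of 10 UMIs. The age and treatment contrasts share old PBS, and their correlation across genes was -0.691 in FAP-like cells (simulated -0.609) and -0.724 in macrophage/monocyte-like cells (simulated -0.517). Genes are not independent replicates.

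Among the 10958 genes ranked in FAP-like cells for the age contrast, the highest ratios were those of Ckm (8.67), C7 (5.87), Tnnc2 (5.76), Myl1 (5.71) and Galnt15 (5.15). Ckm (ENSMUSG00000030399) was at 1.07 CPM in young PBS, 9.31 in old PBS and 3.26 in old rMETRNL. It is a muscle fibre gene, as are Tnnc2 and Myl1, and fibre genes were higher in old PBS in all 7 non-muscle classes examined. The lowest ratios were those of Fbn2 (0.201), Slc38a4 (0.222), Slc16a3 (0.231), Egfl6 (0.277) and Col11a1 (0.280). Fbn2 (ENSMUSG00000024598) was at 55.3, 11.1 and 18.0 CPM. For the treatment contrast, with 10882 genes ranked, high ratios were those of Crabp1 (5.60), Slc16a3 (4.33), Dmkn (3.44) and Gm42047 (3.33). The lowest were those of Adamtsl2 (0.255), Hmcn2 (0.324), Csf2rb2 (0.330), Ckm (0.351) and Tnnc2 (0.361). Adamtsl2 and Hmcn2 also led sub-cluster 10, and C7, Slc16a3, Crabp1 and Dmkn led other sub-clusters of FAP-like cells. Of the ratios named here, that of Crabp1 moved most, to 1.97 with doublet calls kept.

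A total of 9605 genes were ranked in macrophage/monocyte-like cells for the age contrast. The fibre genes Pvalb (12.01), Myh4 (9.39) and Ckm (4.27) had the highest ratios, followed by Clec1a (3.59) and Inhba (3.50). The lowest ratio was that of Arg1 (ENSMUSG00000019987), which was at 10.96 CPM in young PBS, 1.003 in old PBS and 7.89 in old rMETRNL, a ratio of 0.0915 (0.0735 to 0.113). Arg1 also belongs to the anti-inflammatory list. It was followed by Hba-a1 (0.185), Hbb-bs (0.185), BC147527 (0.231) and Ifit3 (0.256). For the treatment contrast, with 9667 genes ranked, the highest ratios were those of Lyve1 (4.77), Hbb-bs (3.65), Hba-a1 (3.59), Hba-a2 (3.54) and Slfn4 (3.29). Lyve1 (ENSMUSG00000030787), which also led a sub-cluster, was at 5.20, 5.55 and 26.4 CPM. The lowest ratios were those of Pvalb (0.329), Myh4 (0.344), Slc7a11 (0.358), Mmp19 (0.375) and Slc15a2 (0.402). Hbb-bs and Hba-a1 are near-identical to other haemoglobin genes, so their split between copies is uncertain. The age ratio of Myh4 moved most among the 20 named here, to 45.2 with the marker gate.

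Technical genes were read over all kept cells. Xist, the transcript of the inactive X chromosome, was at 0.0640 CPM in young PBS, 0.109 in old PBS and 0.0649 in old rMETRNL, while Y-linked Ddx3y was at 56.3, 68.0 and 55.7 CPM, Eif2s3y at 44.8, 46.9 and 46.5, Uty at 14.3, 15.5 and 13.1, and Kdm5d at 10.4, 10.3 and 9.85. The genes that differ between C57BL/6 substrains were at 1.35, 1.11 and 1.12 CPM for Nnt, 16.3, 19.2 and 18.2 for Wdfy1, and 36.1, 36.6 and 33.7 for Ide, and Entpd4 had 0 UMIs in all 3 libraries, for which the exact upper limit is 0.0237 CPM in old PBS, the smallest library. Haemoglobin genes held 0.0159%, 0.0118% and 0.0183% of UMIs.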

Values the study reported

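The study reported 35,836 cells across its samples after normalization, with 18,266 features. For cDNA, 15,000 cells were used from each sample.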

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

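Of the 24 alternatives, 5 were chosen after the data had been seen: sub-clusters without the 50 leading genes of sub-cluster 10, each other FAP-like sub-cluster without its own 50 leading genes, macrophage genes left out of the macrophage lists, removed sub-clusters kept, and lenient removal of sub-clusters. They gave 1942 values of 185 results. Of these, 1616 stayed within the interval of the reported value (counts of pairs within 1.5 times the reported count), and 312 lay beyond it. A further 14 changed sides in results whose reported interval left out no change. Among the rest, values near no change also fell on the other side, since the interval of such results held both sides. For list medians that interval is the order-statistic interval over genes, for distance ratios a bootstrap over genes, and for all other values counting error, which is narrow for abundant transcripts. Of the values that moved, 145 belonged to the main comparisons and 167 to single genes, Metrnl in smaller classes and sizes of other sub-clusters, 83 of them nearer to 1 than the ratio of the main version and 84 farther from it. None of the values left this range when cells were thinned to 1000 UMIs, when FAP-like sub-clusters were made without ECM and cell cycle genes or without the 50 leading genes of sub-cluster 10, or when pairs were counted at 10 CPM. No paired analysis was possible because each group had 1 library.

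Several results kept their direction under all alternatives in which they were computed. The distance ratio lay between 0.672 and 0.796 in FAP-like cells and between 0.661 and 0.809 in macrophage/monocyte-like cells. The age ratio of FAP-like sub-cluster 10 lay between 6.17 and 11.5, and its treatment ratio between 0.300 and 0.490. The ratio of Ly6c2-positive shares lay between 0.445 and 0.680 in the age contrast and between 1.44 and 2.03 in the treatment contrast. The FAP-like cell cycle list was lower in the age contrast and higher in the treatment contrast throughout, at -0.096 and 0.10 where it was nearest to 0. Both of these were with doublet calls kept, where the interval of the age median (-0.29 to 0.11) held 0. Of 550 list medians under alternatives, 35 lay on the other side of 0, in 16 results. With macrophage genes left out of the macrophage lists in FAP-like cells, the anti-inflammatory list was at -0.021 (age), on the other side of 0. Metrnl ratios in smaller classes changed sides in tenocyte-like cells at resolution 0.4, at 1.02 (age), and with the mean of per-cell CPM in endothelial-like cells, at 1.02 (treatment), and pericyte/smooth muscle-like cells, at 0.763 (age).

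Values of the main comparisons beyond their interval follow, with the contrast in brackets. With the looser cell filter, ratios of shares were 0.759 (age) for FAP-like cells, 0.913 (age) and 1.04 (treatment) for macrophage/monocyte-like cells, 0.880 (age) and 1.07 (treatment) for immune-like cells, and 1.88 (age) and 0.590 (treatment) for myocyte-like cells. CPM ratios in FAP-like cells were 0.942 (treatment) for Pdgfra, 0.894 (age) and 0.898 (treatment) for Col1a1, 1.25 (age) and 0.969 (treatment) for Fn1, and 1.22 (age) and 0.858 (treatment) for Col3a1. Ratios of thinned shares were 0.462 (age) and 1.97 (treatment) for Ly6c2-positive macrophage/monocyte-like cells. With the stricter cell filter, ratios of shares were 1.22 (age) and 0.943 (treatment) for FAP-like cells, 1.03 (age) for macrophage/monocyte-like cells, 0.987 (age) for immune-like cells, and 1.68 (age) and 0.816 (treatment) for myocyte-like cells. CPM ratios in FAP-like cells were 0.826 (age) for Col1a1, 1.11 (age) and 1.01 (treatment) for Fn1, and 1.12 (age) for Col3a1. Metrnl CPM ratios were 1.12 (age) for FAP-like cells, 1.07 (age) for macrophage/monocyte-like cells, 1.096 (age) for immune-like cells, and 1.22 (age) for all kept cells. The CPM ratio of Tnf in immune-like cells was 0.941 (age). List medians in FAP-like cells were -1.12 (age), 1.22 (treatment) and -0.041 (old rMETRNL over young PBS) for cell cycle and -0.25 (treatment) for dissociation stress. List medians in macrophage/monocyte-like cells were 0.31 (old rMETRNL over young PBS) for cell cycle. Ratios of thinned shares were 0.413 (age) for cycling FAP-like cells. The distance ratio was 0.710 for FAP-like cells. Of these, the values of FAP-like shares, of Fn1 (treatment), of Tnf, and of the cell cycle list for old rMETRNL over young PBS changed sides. With doublet calls kept, ratios of shares were 0.660 (age) and 1.36 (treatment) for FAP-like cells, 0.931 (age) for macrophage/monocyte-like cells, and 0.900 (age) for immune-like cells. CPM ratios in FAP-like cells were 1.51 (age) for Pdgfra, 0.815 (age) and 0.948 (treatment) for Col1a1, 1.13 (age) and 0.891 (treatment) for Col3a1, and 1.0004 (treatment) for Il1r1. List medians in FAP-like cells were -0.050 (treatment) for ECM, -0.096 (age), 0.10 (treatment) and 0.099 (old rMETRNL over young PBS) for cell cycle, 0.33 (old rMETRNL over young PBS) for TNF response, and -0.45 (age) for inflammatory macrophage. Ratios of thinned shares were 0.473 (age) and 1.92 (treatment) for Ly6c2-positive macrophage/monocyte-like cells and 0.918 (age) and 1.15 (treatment) for cycling FAP-like cells. The distance ratio was 0.779 for FAP-like cells. The treatment ratio of the single gene Il1r1 thereby came to lie just above 1.

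At resolution 0.4, ratios of shares were 1.36 (age) and 0.763 (treatment) for myocyte-like cells. CPM ratios in FAP-like cells were 1.52 (age) for Pdgfra, 0.824 (age) and 0.995 (treatment) for Col1a1, 1.24 (age) for Fn1, and 1.13 (age) and 0.940 (treatment) for Col3a1. Metrnl CPM ratios were 1.102 (treatment) for FAP-like cells. List medians in FAP-like cells were -0.57 (age), 0.67 (treatment) and 0.063 (old rMETRNL over young PBS) for cell cycle and -0.052 (treatment) for TNF response. Ratios of thinned shares were 0.464 (age) and 1.98 (treatment) for Ly6c2-positive macrophage/monocyte-like cells. At resolution 1.6, CPM ratios in FAP-like cells were 0.925 (treatment) for Col1a1, 1.27 (age) and 0.971 (treatment) for Fn1, and 0.891 (treatment) for Col3a1. Metrnl CPM ratios were 1.102 (treatment) for FAP-like cells. List medians in FAP-like cells were -0.053 (old rMETRNL over young PBS) for apoptosis and -0.044 (age) for inflammatory macrophage. Ratios of thinned shares were 0.460 (age) and 1.998 (treatment) for Ly6c2-positive macrophage/monocyte-like cells. With library-centred clustering, ratios of shares were 1.301 (age) and 0.805 (treatment) for myocyte-like cells. CPM ratios in FAP-like cells were 0.872 (age) and 0.943 (treatment) for Col1a1, 1.25 (age) for Fn1, and 0.897 (treatment) for Col3a1. List medians in macrophage/monocyte-like cells were 0.32 (old rMETRNL over young PBS) for cell cycle and 0.25 (treatment) for apoptosis. Ratios of thinned shares were 1.88 (treatment) for Ly6c2-positive macrophage/monocyte-like cells. With the marker gate, CPM ratios in FAP-like cells were 1.36 (age) and 0.959 (treatment) for Pdgfra, 0.897 (treatment) for Col1a1, 1.18 (age) and 0.998 (treatment) for Fn1, and 1.21 (age) and 0.860 (treatment) for Col3a1. With removed sub-clusters kept, CPM ratios in FAP-like cells were 0.904 (treatment) for Col1a1 and 1.18 (age) for Col3a1. List medians in FAP-like cells were 0.12 (old rMETRNL over young PBS) for cell cycle. The distance ratio was 0.768 for FAP-like cells and 0.752 for macrophage/monocyte-like cells.

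After scaling without mitochondrial, ribosomal protein and haemoglobin genes, CPM ratios in FAP-like cells were 1.41 (age) for Pdgfra, 0.850 (age) and 0.931 (treatment) for Col1a1, 1.19 (age) and 1.005 (treatment) for Fn1, and 1.15 (age) and 0.889 (treatment) for Col3a1. Metrnl CPM ratios were 1.22 (age) for all kept cells. After median-ratio scaling, CPM ratios in FAP-like cells were 1.51 (age) for Pdgfra, 0.910 (age) and 0.899 (treatment) for Col1a1, 1.27 (age) and 0.971 (treatment) for Fn1, and 1.23 (age) and 0.859 (treatment) for Col3a1. Metrnl CPM ratios were 1.01 (treatment) for macrophage/monocyte-like cells, 1.01 (treatment) for immune-like cells, and 1.31 (age) and 0.920 (treatment) for all kept cells. List medians in macrophage/monocyte-like cells were -0.036 (old rMETRNL over young PBS) for apoptosis. With the mean of per-cell CPM, CPM ratios in FAP-like cells were 0.888 (treatment) for Pdgfra, 0.813 (age) and 0.991 (treatment) for Col1a1, 1.11 (age) and 1.05 (treatment) for Fn1, 1.08 (age) and 0.944 (treatment) for Col3a1, and 1.01 (treatment) for Tnfrsf1a. Metrnl CPM ratios were 1.06 (treatment) for macrophage/monocyte-like cells and 1.08 (age) and 1.05 (treatment) for all kept cells. List medians in FAP-like cells were 0.078 (old rMETRNL over young PBS) for cell cycle, -0.014 (treatment) for TNF response, and -0.049 (old rMETRNL over young PBS) for apoptosis. List medians in macrophage/monocyte-like cells were 0.22 (age) and -0.12 (treatment) for ECM, 0.053 (old rMETRNL over young PBS) for apoptosis, and 0.091 (age) for dissociation stress. The treatment ratio of Fn1 changed sides under the scaling without these genes and the mean of per-cell CPM, and those of Tnfrsf1a and of Metrnl in all kept cells under the mean of per-cell CPM. With a minimum of 10 UMIs, the distance ratio was 0.796 for FAP-like cells and 0.809 for macrophage/monocyte-like cells. With a minimum of 200 UMIs, the distance ratio was 0.672 for FAP-like cells and 0.661 for macrophage/monocyte-like cells.

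When thinned to 4000 UMIs, the ratios of thinned shares were 0.620 (age) for Ly6c2-positive macrophage/monocyte-like cells. Without thinning, the ratios of shares were 0.680 (age) and 1.44 (treatment) for Ly6c2-positive macrophage/monocyte-like cells and 1.54 (treatment) for cycling FAP-like cells. Requiring at least 3 Ly6c2 UMIs, the ratios of thinned shares were 0.445 (age) and 2.03 (treatment) for Ly6c2-positive macrophage/monocyte-like cells. These settings, and pairs at 50 CPM, which left 5 pairs in each of young PBS, old PBS and old rMETRNL, change the definition of what is counted.

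For the other moves the cause was not tested, apart from effects of naming. Under the looser cell filter, the stricter cell filter, resolution 0.4 and library-centred clustering no cluster was named MuSC/myoblast-like, and these alternatives give no value for that class. Of the MuSC/myoblast-like cells kept there, 88.9%, 98.2%, 100% and 99.9% were named myocyte-like, which moved the myocyte-like ratios. Under several clustering alternatives the removal conditions also took large sub-clusters out of the FAP-like class: with doublet calls kept 43.2% of its clusters' cells in young PBS, 55.3% in old PBS and 44.2% in old rMETRNL. With the removed cells counted, the FAP-like ratios under that setting were 0.839 (age) and 1.09 (treatment). With the stricter cell filter they were 0.901 and 1.05, and the cell cycle list for old rMETRNL over young PBS was at 0.13 instead of -0.041. In the macrophage/monocyte-like class the looser cell filter led to the removal of 9.45%, 12.4% and 11.3% in young PBS, old PBS and old rMETRNL. Doublet calls kept led to 9.42%, 14.6% and 11.5%, resolution 0.4 to 10.2%, 15.4% and 11.9%, resolution 1.6 to 10.8%, 15.1% and 11.9%, and library-centred clustering to 15.4%, 19.7% and 17.3%. With these cells counted, all 9 moved ratios of Ly6c2-positive shares under these settings lay within the interval of the reported value, for example at 0.543 (age) and 1.68 (treatment) with the looser cell filter. So did all 3 moved ratios of cycling shares, 3 of 9 moved cell cycle medians in FAP-like cells, 3 of 5 moved ratios of FAP-like shares, 2 of 4 of macrophage/monocyte-like shares and 1 of 4 of immune-like shares. These values therefore depend in part on conditions that were revised after clusters had been seen.

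Depth limits the smallest classes and sub-clusters. FAP-like sub-cluster 10 held 13 cells in young PBS, so its age ratio is known within 5.35 to 18.6 by counting error alone. The Ly6c2 background in old PBS rests on 178 MuSC/myoblast-like cells. Sizes of FAP-like sub-clusters other than 10 were recomputed under 1 alternative only, and not for 4 and 7, which were not recovered there.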

Other observations

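The tests of distances, of fibre RNA and of macrophage/monocyte-like sub-cluster 0 were set before their results were seen. The tests of FAP-like sub-cluster 10, of haemoglobin, of sub-cluster 8, of doublet calls, of the naming rule, of Arg1 and of sequencing depth were chosen only after the result was seen. In the distance tests, the value to compare with was changed after their first run from 1 to the simulated value where that was lower, which changed no outcome.

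In both FAP-like and macrophage/monocyte-like cells, old rMETRNL lay nearer to young PBS than old PBS did. The tables argue against a lower UMI total of the old PBS library, since with totals thinned to the lowest library the ratio of distances was 0.764 (0.737 to 0.788) in FAP-like cells and 0.705 in macrophage/monocyte-like cells, against 0.999 in both simulations. They also argue against free RNA of muscle fibres as the whole cause, the ratio being 0.734 without fibre genes (simulated 0.887), and against another mixture of sub-clusters as the whole cause, the ratio being 0.790 (0.755 to 0.822; simulated 0.847) in FAP-like cells and 0.734 (simulated 0.894) in macrophage/monocyte-like cells with sub-clusters weighted alike. Old rMETRNL was nearer in 9 of 9 classes, and the interval lay under 1 in 8 of them, the exception being T/NK-like cells at 0.908 (0.824 to 1.001). A property of the old PBS library as a whole, such as its handling, would give this too and cannot be told apart from age and treatment, since each group is 1 library. Age and treatment stay open, as untested.

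FAP-like sub-cluster 10 was larger in old PBS. Shallow cells of that library are argued against by cells with at least 10000 UMIs, where the age ratio was 9.83 (4.66 to 23.9). Whether genes that differ between libraries are the cause was not settled. Without the 50 leading genes a sub-cluster was still matched, at a ratio of 11.5 (5.27 to 29.7). That match was chosen by shared cells, which ties its ratio to that of sub-cluster 10. Other genes that differ between the libraries also stayed in. The match there was partial, with 64.2% of cells shared. RNA of endothelial or pericyte cells is argued against because 7.41% of the endothelial markers (2 of 27) and 6.25% of the pericyte/smooth muscle markers (1 of 16) were raised in the sub-cluster. A change in FAP-like cells with age may underlie the pattern, which remains a hypothesis from 1 library per group, and a difference in dissociation was not tested.

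Mature muscle fibre transcripts were higher in FAP-like and macrophage/monocyte-like cells of old PBS. Free RNA of muscle fibres would raise them in every non-muscle class, and the lowest median log2 ratio of fibre genes over 7 such classes was 0.64, in tenocyte-like cells, with 0.77 in FAP-like, 0.75 in macrophage/monocyte-like, 2.13 in T/NK-like and 2.48 in endothelial-like cells. Free fibre RNA is therefore a candidate explanation of the high ratios of Ckm, Tnnc2, Myl1, Pvalb and Myh4. Whether more fibre debris at this time comes with age was not tested.

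Haemoglobin transcripts were lower in macrophage/monocyte-like cells of old PBS, at a ratio of 0.182, and in dendritic-like cells, at 0.227. Less free haemoglobin RNA in that library is argued against by the other classes, where the ratio was 1.36 in MuSC/myoblast-like, 1.57 in FAP-like and 7.75 in endothelial-like cells. Uptake of red cells by phagocytes could differ with age, which stays open as untested.

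FAP-like sub-cluster 8, which left the class, carried macrophage transcripts. Droplets holding a FAP and a macrophage would carry all abundant macrophage genes at 1 mixing share, and 97.6% of 210 such genes lay within 2-fold of the median mixing share of 27.1%. Its 212 cells had a median UMI count of 32784 against 24526 for FAP-like cells. Such droplets may be its source, and it made up 3.89%, 4.15% and 4.55% of FAP-like and removed cells in young PBS, old PBS and old rMETRNL.

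The cycling share of FAP-like cells moved when doublet calls were kept. Among called cells of old PBS 24.3% were cycling, against 5.30% of uncalled cells, a ratio of 4.58, compared with 2.16 in young PBS and 2.25 in old rMETRNL. Doublet calls taken from cycling cells may therefore be part of the move, though this does not say whether called cells are single cells. The naming rule may be another part, since the treatment ratio was 1.55 with doublet calls kept and removed sub-clusters counted, against 1.15 without them. The treatment median of the cell cycle list was 0.57 in that version, still below the interval of the reported value (0.74 to 1.09). The naming rule may also explain why the age ratio of FAP-like shares changed sides under the stricter cell filter, as it was 0.901 with removed sub-clusters counted.

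Arg1 was lower in macrophage/monocyte-like cells of old PBS. Fewer cells of the sub-cluster with the most Arg1 are argued against by its share, which was higher in old PBS, at a ratio of 1.43 (1.23 to 1.67). That sub-cluster held 45.3% of Arg1 UMIs, and within it Arg1 was at 55.2 CPM in young PBS, 2.22 in old PBS and 31.9 in old rMETRNL. Lower Arg1 within cells, by age or by handling of the library, stays open and was not tested.

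Macrophage/monocyte-like sub-cluster 0, led by Hes1, Ifit3b and the heat-shock gene Hspa1a, was smaller in old PBS. Whether genes that differ between libraries rather than cells are the cause was not settled. Without its 50 leading genes the age ratio of the matched sub-cluster was 0.156 (0.132 to 0.183). That match was chosen by shared cells, which ties its ratio to that of sub-cluster 0. Other genes that differ between the libraries also stayed in. The shares of this matched sub-cluster were 18.5%, 2.89% and 9.15% in young PBS, old PBS and old rMETRNL, with a treatment ratio of 3.17. With those genes included, sub-cluster 0 itself was at 25.7%, 5.98% and 14.9%, with ratios nearer to 1, at 0.233 (age) and 2.49 (treatment). The match was loose, with 55.5% of the cells of either sub-cluster shared, and since interferon and stress genes lead it, a response to dissociation in that library was not excluded. Age and treatment stay open, as untested.

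Cells with under 2000 UMIs were more frequent in old PBS, at 7.32% of kept cells against 2.39% in young PBS and 5.36% in old rMETRNL. Lower sequencing depth common to all classes of that library is argued against by macrophage/monocyte-like cells, whose median UMI count in old PBS was 1.05 times that in young PBS. The median was also higher in dendritic-like (11848 against 10539.5) and T/NK-like cells (6015.5 against 5810). It was lower in FAP-like (21862 against 26114), endothelial-like (3753.5 against 11112.5), tenocyte-like, MuSC/myoblast-like, pericyte/smooth muscle-like, glial/neural-like and myocyte-like cells. For those classes the cause was not tested. Damaged cells and debris stay open, and no biological explanation was tested.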
